A study of Mus musculus with 8 samples. Its data were reported in "CD4+ T helper 2 cells suppress breast cancer by inducing terminal differentiation" (2022).

How the data were processed

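Breast tumors of mice carrying the polyoma middle T oncogene (PyMT) on a Rag1-deficient background, which lack their own T and B cells, were profiled by chromatin immunoprecipitation sequencing (ChIP-seq) of histone H3 acetylated at lysine 27 (H3K27ac), a mark of active promoters and enhancers. All mice had received CD4+ T cells. Control tumors came from mice without a further transgene, and test tumors came from mice that also carried thymic stromal lymphopoietin (TSLP) under the keratin 14 promoter. Groups were taken from the genotype given per the labels, and tumors were numbered 1 and 2 within each group, where the number only names a tumor. The sample titles call the control samples tumor and the test samples cyst. The study described tumors of the test group as lower in histological grade than those of control mice. The labels give no grade or cell make-up for the single tumors profiled, so differences between the groups include any such difference. The matched input libraries were not analysed here.

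The authors aligned the reads to the mouse genome (mm10, the same assembly as GRCm38) with BWA and called peaks with MACS2 in each tumor separately against its matched input, so replicates were not pooled. The deposited lists hold a chromosome, a start, an end and the names of the joined caller peaks, in base pairs, with no score, signal, fold or p-value. According to the file names the peaks had been cleaned and merged. In every list the smallest gap between neighbouring intervals was 201 bp. Counted from the caller's own peak numbers, between 80 and 107 peaks per tumor were absent from the lists, and what the cleaning removed was not stated. Read depth is unknown from these lists. A tumor sequenced more deeply can have more and wider peaks, so peak number and covered length mix depth with acetylation, and no interval that needs a read count is given. The strength of a peak was not measured here, since only its position and width are known.

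Gene positions were taken from GENCODE release M21 (GRCm38), 21938 protein-coding genes on the 21 chromosomes used. None of the intervals ended past the end of its chromosome (0 intervals). The transcription start site (TSS) was the 5′ end of the annotated gene, which for genes with several starts can lie away from the start in use. Peaks of all 4 tumors that overlapped or touched were joined into union regions, and a region was present in a tumor with a peak overlapping it by at least 1 bp. Regions present in both tumors of one group and in neither of the other are called control-only and test-only. Promoters were 1 kb either side of the TSS. Each region was assigned to the nearest TSS within 100 kb, and a gene was called when at least 1 control-only (or test-only) region was assigned to it, with all genes holding an assigned region as background. Coverage of a gene was the percent of bases within 10 kb either side of its TSS that lay in peaks, and a coverage difference was the mean of the test tumors minus the mean of the control tumors in percentage points. Genes without coverage in any tumor were left out.

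Gene lists for epithelial–mesenchymal transition (EMT, 194 genes), mammary differentiation (70 genes), 7 cell types and 4 comparison sets were compiled before the data were examined, as were the tests, the rule for naming genes and most alternatives. For the EMT and mammary lists all symbols matched the annotation, and the lowest share matched in the others was 95.8%. Lists were tested by Fisher's exact test (two-sided) with Benjamini-Hochberg (BH) adjustment over 4 tests, and against 10000 random lists matched on the number of assigned regions. Coverage differences of lists were set against 10000 random lists matched on mean coverage (two-sided), with BH adjustment over the EMT and mammary lists, and over all 11 lists with at least 10 covered genes. These tests treat genes as the units and describe the 4 tumors. With 2 tumors per group an exact permutation of the tumors has 3 splits and its p-value cannot go below 1 in 3, so the Jaccard difference, the counts of regions and promoter genes, the list tests and the pathway counts were also computed in the other 2 splits, while peak numbers, covered length and single genes were not. Pathways of 15 to 500 background genes from the mouse Reactome sets of fgsea 1.28.0 were tested by Fisher's exact test (one-sided) with BH adjustment over all pathways and both directions.

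The rule for naming genes covered those the study discussed for RNA or protein, the transgene and knockout loci, the cytokine receptors, and the 5 genes of the EMT and of the mammary list with the largest absolute coverage difference among those where both tumors of one group exceeded both of the other. The 3 widest control-only and test-only regions and up to 5 top pathways per direction are named as well. Genes named outside this rule, those of the EMT list with control-only or test-only promoters and those with the most coverage in 4 cell type lists, were chosen after their values were seen.

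Alternatives were peaks at least 1 kb wide as a stricter threshold, since the lists give no score, the widest 59762 peaks of each tumor, presence by coverage of most of a region rather than 1 bp, peaks within 1 kb joined, promoters of 2.5 kb, assignment within 20 kb, coverage windows of 2.5 kb, coverage divided by each tumor's mean, and leaving out each tumor in turn. The scripts were tested on simulated data made from the union regions with tumor labels shuffled within each region: 200 of 200 planted control-only regions among 91238 regions were recovered for the comparison of control with test tumors. In that simulation 100% of 100 random lists drawn from genes with many assigned regions had a Fisher p-value under 0.05, against 3% with matched lists, so the matched value is printed beside the Fisher tests of lists and named pathways. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.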

Results

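To compare active chromatin between breast tumors that developed with and without TSLP, H3K27ac peak lists of 4 mouse tumors were examined, 2 control tumors and 2 test tumors. Control 1 had 69861 peak intervals and control 2 had 67850. Test 1 had 65763 intervals and test 2 had 59762. The depth of sequencing behind these lists is unknown.

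The first comparison asked whether the amount of acetylated genome differed between the groups. Control tumors had 68856 ± 1422 intervals (SD, n = 2) and test tumors 62763 ± 4243 (SD, n = 2), a test over control ratio of 0.912. The 4 pairings of a test with a control tumor gave ratios from 0.855 to 0.969, with an SD of 0.0526. With peaks at least 1 kb wide the ratio was 0.994, the alternative that moved it most. Peaks covered 70.5 ± 3.73 Mb (SD, n = 2) in control tumors and 68.7 ± 6.09 Mb (SD, n = 2) in test tumors, a ratio of 0.974 that lay within the range of 0.880 to 1.07 over the pairings. Mean peak width was 1023 ± 33.0 bp (SD, n = 2) in control tumors and 1093 ± 23.1 bp (SD, n = 2) in test tumors. Both test tumors had a higher mean width than both control tumors. Promoters held 18.5% ± 0.0361 of intervals (SD, n = 2) in control tumors and 19.4% ± 0.971 (SD, n = 2) in test tumors, and gene bodies held 48.1% ± 1.12 and 47.2% ± 2.22 (SD, n = 2 in each group). With 2 tumors per group, no permutation test can reach significance, and the difference in covered length was smaller than the spread between tumors.

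**Figure D1:**
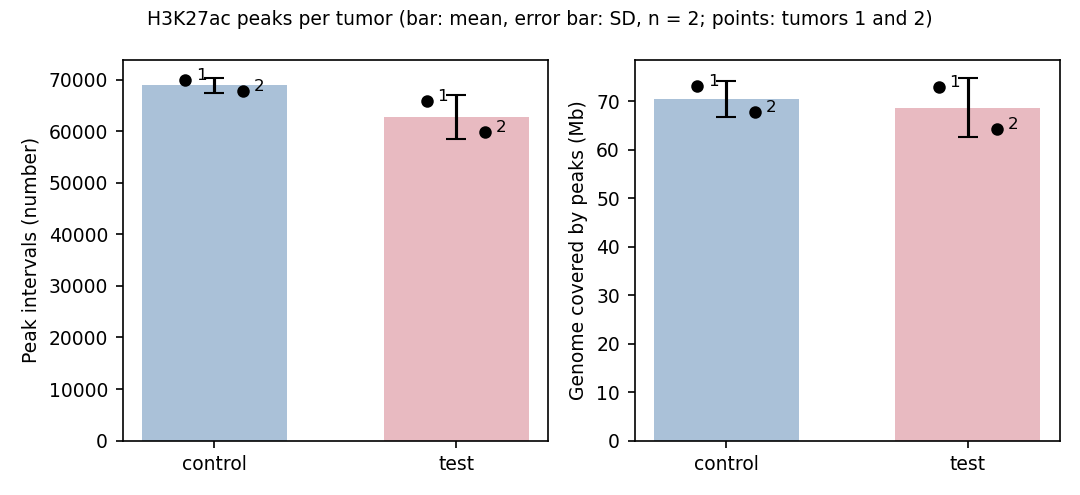
Number of H3K27ac peak intervals (left) and megabases of genome they cover (right) in control and test tumors; bars are means, error bars SD (n = 2) and points the tumors. The test tumors had 65763 and 59762 intervals, both below the control tumors, while covered length overlapped between the groups.

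To ask whether tumors of one group resembled each other more than tumors of the other, the Jaccard index of covered bases was computed for every pair. The 2 control tumors had an index of 0.661 and the 2 test tumors 0.606. Across the groups, control 1 and test 1 had 0.691, control 2 and test 1 0.661, control 2 and test 2 0.597, and control 1 and test 2 0.589. The mean within groups minus the mean between groups was -0.00137, against an SD of 0.0496 between the 4 cross-group pairs. The split pairing control 1 with test 1 gave 0.0152 and the remaining split gave -0.0138. The labelled groups therefore did not stand apart from the other 2 splits in overall overlap. Without test 1 the difference was 0.0678.

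**Figure D2:**
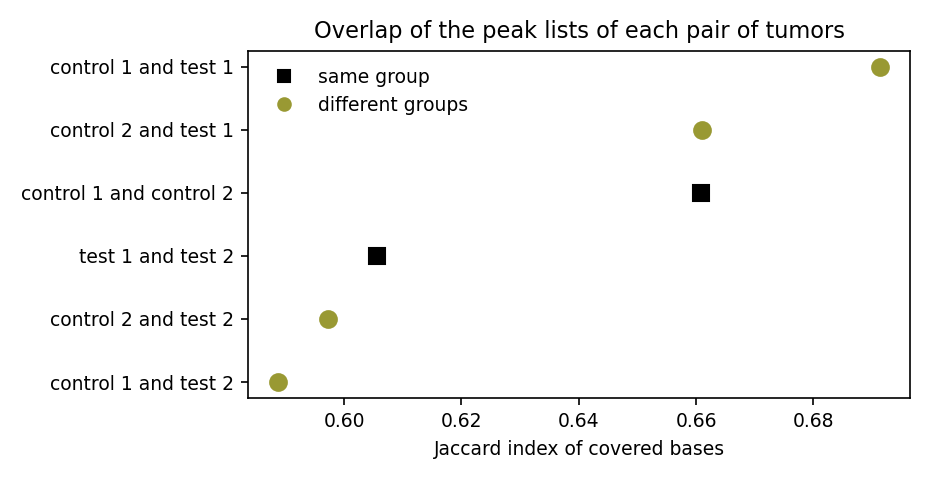
Jaccard index of covered bases (horizontal axis, no unit) for the 6 pairs of tumors, with squares for pairs of the same group and circles for pairs of different groups. The highest index, 0.691, belonged to a pair of different groups.

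Joining the 4 lists gave 91238 union regions with a median width of 564 bp. Of these, 34804 regions (38.1%) were present in all 4 tumors, with a median width of 1688 bp. Control-only regions numbered 3108 (median width 406 bp) and test-only regions 1339 (median width 414 bp). Together the labelled groups had 4447 such regions. The split pairing control 1 with test 1 had 4913, and the remaining split had 3382. The control 1 and test 1 pair shared 3481 regions found in neither other tumor, more than the pair of control tumors. The excess of control-only over test-only regions was smaller with the same number of peaks in each tumor, at 2167 and 1614. It was present with peaks at least 1 kb wide, where the counts were 760 and 641. That alternative moved the control-only count most among those with all 4 tumors. Without control 2 there were 13150 control-only regions. Without test 1 there were 9757 test-only regions against 9225 control-only ones, and without test 2 there were 9130 against 4745. Requiring 1 tumor of a group instead of 2 raises these counts by construction, so they cannot show whether the excess rested on a tumor.

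**Figure D3:**
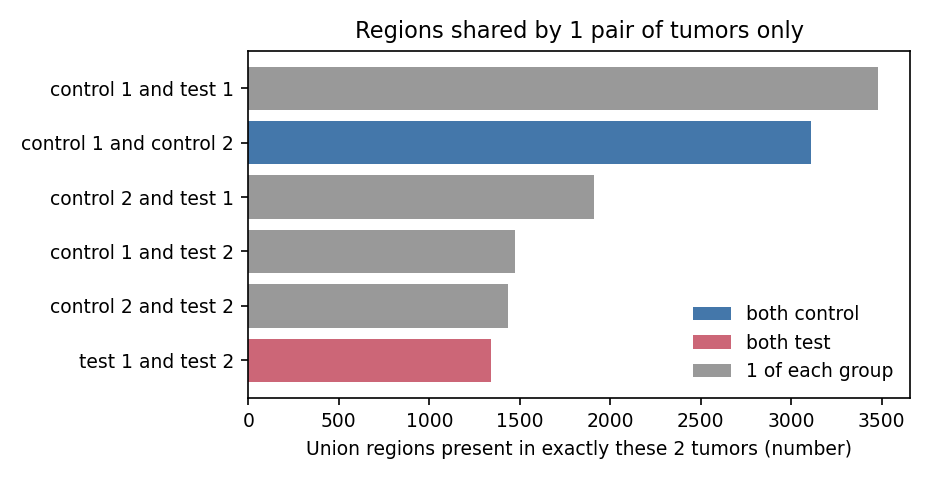
Number of union regions (horizontal axis) present in exactly the 2 tumors named and in no other, colored by whether the pair is both control, both test or 1 of each group. The pair of control tumors shared 3108 regions, fewer than the 3481 of control 1 and test 1, and the pair of test tumors shared 1339.

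Promoters were compared next. A peak lay in the promoter of 11791 ± 61.5 genes (SD, n = 2) in control tumors and 11639 ± 339 genes (SD, n = 2) in test tumors. For 117 genes the promoter had a peak in both control tumors and in neither test tumor, and for 66 genes the reverse held. The total of 183 genes was above the 153 and 122 genes of the other 2 splits. With the same number of peaks in each tumor the counts were nearly equal, at 95 control-only and 91 test-only genes. With peaks at least 1 kb wide the order changed, to 96 control-only and 187 test-only genes. Without test 2 the counts were 158 and 221, and without test 1 they were 486 and 211. Requiring 1 test tumor instead of 2 raises these counts by construction, so they cannot show whether the order depended on a tumor. Of the EMT list, 5 genes had control-only promoters (Dcn, Eno2, Igfbp3, Il6 and Loxl1) and 1 had a test-only promoter (Matn2). No gene of the mammary list was in either set (0 genes). These 6 genes were picked out after their values were seen.

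The study reported EMT as the pathway that differed most in H3K27ac between the groups, and described mammary gland genes separately. Of 15334 background genes, 1875 (12.2%) had a control-only region and 961 (6.27%) a test-only region. Of 172 EMT genes in the background, 53 (30.8%) had a control-only region, an odds ratio of 3.26 (95% interval 2.37 to 4.54; Fisher's exact test, two-sided, BH-adjusted p = 2.92e-10). EMT genes had a median of 6 assigned regions, against 3 in the background. Random lists matched on that number had 35.1 called genes on average, with a central 95% of 26 to 45, and the observed 53 had a matched p of 0.0008. With the same number of peaks in each tumor, 33 EMT genes were called, inside the matched range of 17 to 35 (matched p = 0.127, where the 5 alternatives ranged from 0.0002 to 0.127), although Fisher's exact test still passed (BH-adjusted p = 0.000148, with a range from 2.93e-11 to 0.000148). In the other 2 splits the same Fisher test of EMT genes had BH-adjusted p-values of 7.68e-05, 0.0562, 0.00127 and 0.00433 over both directions, while the matched p-values lay at 0.154 or above. For test-only regions, 12 EMT genes were called against 17.7 expected from matched lists (odds ratio 1.12, BH-adjusted p = 0.701 by Fisher's exact test, matched p = 0.173).

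Of 64 mammary genes, 12 (18.8%) had a test-only region, an odds ratio of 3.48 (95% interval 1.93 to 6.68; Fisher's exact test, two-sided, BH-adjusted p = 0.00109). Matched random lists had 6.59 called genes on average, with a central 95% of 2 to 12, and the matched p was 0.053. Over the 5 alternatives this matched p ranged from 0.0458, with peaks within 1 kb joined, to 0.585. With peaks at least 1 kb wide the odds ratio was 0.740, and with assignment within 20 kb the Fisher test no longer passed (odds ratio 2.27, BH-adjusted p = 0.164, where the 5 alternatives ranged from 0.00273 to 1). The split pairing control 1 with test 1 also passed for mammary genes, with 23 genes called for that pair (odds ratio 3.66, BH-adjusted p = 1.71e-05 by Fisher's exact test, matched p = 0.0286). The remaining split passed the Fisher test in both directions (odds ratios 3.12 and 2.04, BH-adjusted p = 0.00433 and 0.0469 by Fisher's exact test, matched p = 0.173 and 0.897). For control-only regions, 6 mammary genes were called against 13.7 expected from matched lists (odds ratio 0.742, BH-adjusted p = 0.701 by Fisher's exact test, matched p = 0.0116). Over the 5 alternatives this matched p ranged from 0.0732 to 0.532 and the odds ratio from 0.687 to 1.16.

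As a graded measure, the peak coverage of the window around each TSS was compared for 14791 genes with any coverage. The median difference over all these genes was 0.278 percentage points, higher in the test tumors. For 161 EMT genes the median difference was -1.62 percentage points, below the central 95% of matched random lists (-0.0675 to 0.522; two-sided permutation p over random lists = 0.0002, the smallest these draws can give, BH-adjusted p = 0.0004 over the EMT and mammary lists). Of these genes, 107 had lower and 54 had higher coverage in the test tumors. Mean coverage of the list was 15.3% in control 1, 15.1% in control 2, 14.2% in test 1 and 11.6% in test 2. In the split pairing control 1 with test 1 the difference was -0.782, also below its matched range of -0.635 to -0.0575. Its two-sided permutation p was 0.0056 (BH-adjusted p = 0.0103 over all lists tested). In the remaining split it was 0.715, inside its matched range of 0.34 to 0.878 (two-sided permutation p = 0.377). Lying below matched lists was therefore not specific to the labelled groups, although the difference was larger in size for them. Without test 2 the difference was -0.496, where matched lists ranged from 0.356 to 1.05, and without test 1 it was -2.29, where they ranged from -0.77 to -0.025. Among 61 mammary genes the median difference was 0.458 percentage points, inside the range of matched lists (-0.425 to 0.853; two-sided permutation p = 0.484, BH-adjusted p = 0.484), with 36 genes higher and 25 lower in the test tumors. It was -0.672 without test 1, -0.642 without control 2, 1.59 without test 2 and 1.63 without control 1, so its direction depended on which tumors were included. In the split pairing control 1 with test 1 the mammary difference was -2.44, larger than for the labelled groups.

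Lists for cell types and comparison sets placed these values beside the make-up of the tumors. The myeloid list (21 genes, difference -3.81), the endothelial list (14 genes, -3.31) and the fibroblast list (17 genes, -2.90) lay below their matched ranges with a permutation p of 0.0002, the smallest these draws can give (BH-adjusted p = 0.00055 over 11 lists). The T cell list (14 genes) differed by -0.881 (BH-adjusted permutation p = 0.0304). Lower coverage in the test tumors was seen for 19 of 21 myeloid, 13 of 14 endothelial, 16 of 17 fibroblast and 11 of 14 T cell genes. Mean coverage of the myeloid list was 17.5% and 15.2% in the control tumors and 11.1% and 6.88% in the test tumors. The myoepithelial list (14 genes, difference -0.883) lay below its matched range of -0.802 to 1.03 but did not pass after adjustment (BH-adjusted permutation p = 0.0653). Without control 1 or without test 2 its difference was 1.298 and 1.315, inside the matched ranges, and that of the T cell list was -0.91 and -0.425, inside them as well. Luminal (0.689), adipocyte (0.531), oxidative phosphorylation (0.475) and cell cycle (0.152) genes stayed inside their matched ranges, with adjusted p-values from 0.592 to 0.638. Neuronal and hepatocyte lists had 4 and 7 covered genes and were not tested. Over all 20 genes of each, those without coverage included, mean coverage was at most 1.28% and 2.21% in any tumor. Means of the other lists were taken over covered genes only, so these values cannot be set beside them. With the EMT list included, 5 of 11 lists passed for the labelled groups, 7 for the split pairing control 1 with test 1, and 1 for the remaining split, so passing this test is not specific to the labelled groups.

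**Figure D4:**
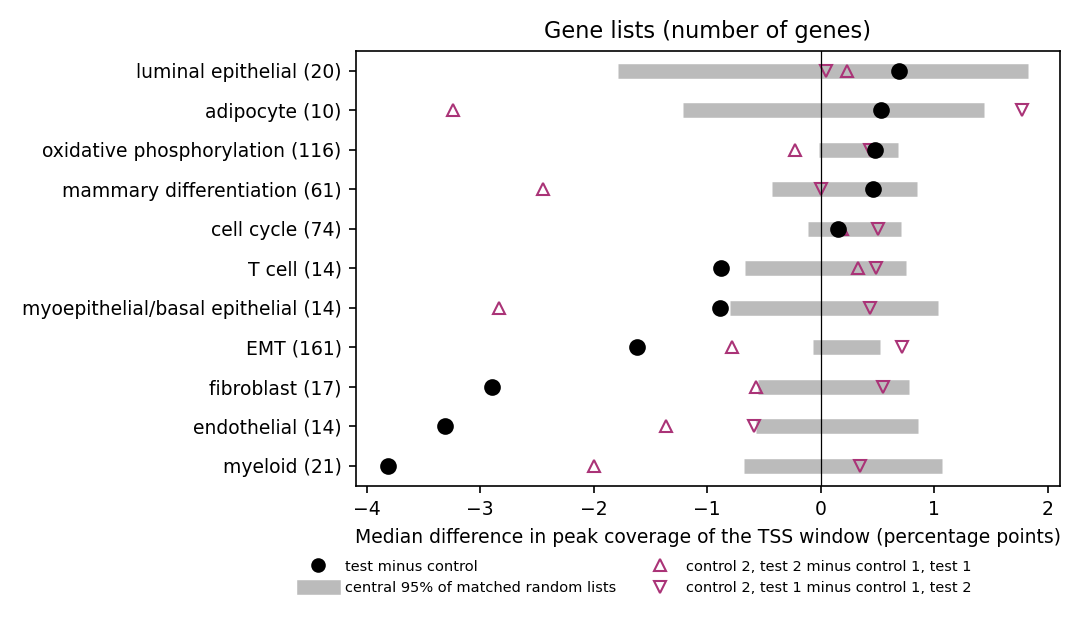
Median difference in peak coverage within 10 kb of the TSS (horizontal axis, percentage points) for 11 gene lists; filled circles are test minus control, gray bars the central 95% of matched random lists and open triangles the other 2 splits of the tumors. The EMT, fibroblast, endothelial, T cell, myeloid and myoepithelial lists lie below their gray bars, at -1.62, -2.90, -3.31, -0.881, -3.81 and -0.883.

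Among 683 Reactome pathways, 22 were over-represented in genes with control-only regions and 3 in genes with test-only regions (Fisher's exact test, one-sided, BH-adjusted p under 0.05). At an unadjusted p under 0.05 there were 76 and 89. The other splits gave 2 and 0 pathways (88 and 54 at an unadjusted p under 0.05) and 1 and 27 pathways (57 and 144). With peaks at least 1 kb wide, 0 pathways passed in either direction (78 and 10 at an unadjusted p under 0.05). Extracellular matrix organization came first for control-only regions, with 60 of 200 genes called against 24.5 expected (BH-adjusted p = 1.59e-08 by Fisher's exact test) and 34.7 in matched lists (matched p = 0.0001, the smallest these draws can give). It was followed by integrin cell surface interactions (31 of 70 genes, 8.56 expected), ECM proteoglycans (27 of 57 genes, 6.97 expected), hemostasis (79 of 351 genes, 42.9 expected) and other semaphorin interactions (11 of 16 genes, 1.96 expected). For hemostasis the matched p was 0.0034, and for the other 3 of these it was 0.0001. In genes with test-only regions the pathways by Fisher's exact test were signaling by retinoic acid (10 of 38 genes, 2.38 expected, BH-adjusted p = 0.00676, matched p = 0.0003), Fc gamma receptor dependent phagocytosis (13 of 68 genes, 4.26 expected, BH-adjusted p = 0.0158, matched p = 0.025) and regulation of actin dynamics for phagocytic cup formation (10 of 49 genes, 3.07 expected, BH-adjusted p = 0.0426, matched p = 0.0165).

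Single genes were compared without a test, by the order of the tumors. In 67 of 161 EMT genes (41.6%) both tumors of one group exceeded both of the other, where a random split gives 33.3%; both control tumors were higher for 51 genes and both test tumors for 16. The largest such difference was at Sparc (chromosome 11, 55394500 to 55423183), where coverage was 32.8% and 31.6% in the control tumors and 18.1% and 7.04% in the test tumors. The test tumors had 0 peaks outside the gene in this window, control 1 had 4 and control 2 had 1, and 0 tumors had a peak in the promoter window. That window lies around the annotated 5′ end, so it would miss a start further inside the gene. Inside the gene all 4 tumors had peaks. Those nearest the TSS ended at 55420515 and 55420550 in the control tumors and at 55420382 and 55419696 in the test tumors. Col4a1 (chromosome 8, 11198423 to 11312826) and Col4a2 (chromosome 8, 11312805 to 11449287) start next to each other and so share a window; for Col4a1 coverage was 23.5% and 28.2% in the control tumors and 12.3% and 4.43% in the test tumors. Prrx1 (chromosome 1, 163245119 to 163313710) had 18.3% and 19.6% in the control tumors, 7.91% in test 1 and 0% in test 2. At Gadd45a (chromosome 6, 67035096 to 67037457) coverage was 42.5% and 28.3% in the control tumors and 27.4% and 17.6% in the test tumors, a difference of -12.9 with an SD of 9.94 between the pairings.

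**Figure D5:**
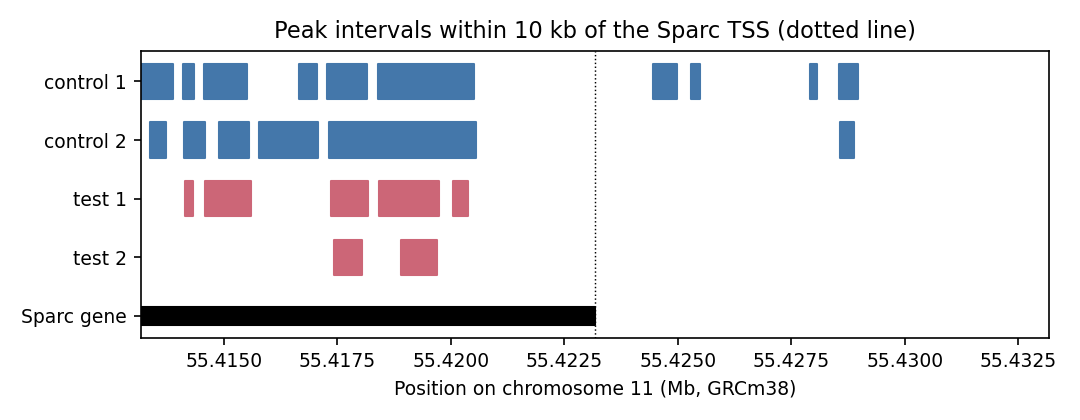
Peak intervals of each tumor in the window from 55413183 to 55433182 on chromosome 11 (GRCm38, horizontal axis in Mb), with the Sparc gene as a black bar and its TSS as a dotted line. Control tumors had 10 and 6 intervals in the window and test tumors 5 and 2.

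In 11 of 61 mammary genes (18.0%) the groups did not overlap, where a random split gives 33.3%. Both test tumors were higher for 8 of these genes and both control tumors for 3. Over all 14791 genes the lean was the same way, with both test tumors higher for 3092 and both control tumors for 1722. Olah (chromosome 2, 3341982 to 3397210) had coverage of 5.86% and 0.79% in the control tumors and 13.6% and 9.03% in the test tumors. Folr1 (chromosome 7, 101858331 to 101870788) rose from 24.4% and 20.7% to 34.4% and 24.98%, and Spp1 (chromosome 5, 104435118 to 104441050) from 40.1% and 33.9% to 42.5% and 42.6%. Spdef (chromosome 17, 27714352 to 27728955) was lower in the test tumors, at 19.7% and 14.6% against 23.5% and 23.6%, as was Plin2 (chromosome 4, 86648386 to 86670060), at 45.4% and 45.5% against 51.9% and 51.5%. In a window of 2.5 kb Olah had a difference of 0. The Folr1 difference of 7.195 was 0.1025 with peaks at least 1 kb wide and 14.75 in the window of 2.5 kb.

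Genes that the study discussed for RNA or protein were examined in the same way. It reported more Csn2, Ltf and Lalba RNA and more MUC1, β-casein and p21 protein in test tumors. In control tumors it reported more Fgfr1, Igf2 and Srgn RNA and more vimentin protein. Peak coverage measures neither RNA nor protein. No peak lay within 10 kb of the TSS of Csn2 (β-casein) or Igf2 in any tumor (0% in each). Ltf (chromosome 9, 111019271 to 111042767) had 49.4% and 26.9% in the control tumors and 35.1% and 52.9% in the test tumors, and Lalba (chromosome 15, 98480400 to 98482721) had 21.4%, 21.8%, 24.1% and 17.5% in the same order, so for both the groups overlapped. Fgfr1 (chromosome 8, 25513654 to 25575718) was higher in both control tumors, at 33.8% and 40.1% against 31.0% and 33.6%. For Srgn the groups overlapped. Vim (chromosome 2, 13573927 to 13582826) was higher in both control tumors, at 22.6% and 23.7% against 20.5% and 19.4%. Cdkn1a, which encodes p21 (chromosome 17, 29090976 to 29100727), was also higher in both control tumors, at 41.7% and 42.9% against 38.8% and 33.4%. This order was opposite to that of p21 protein in the study. Muc1, Cdh1 and Trp53 overlapped between the groups, with differences of 0.02, -0.805 and -0.792 percentage points. In a window of 2.5 kb their differences were -11.4, 1.66 and -3.17, so the direction for Muc1 and Cdh1 depended on the window. The direction for Trp53 did not. Because coverage is a percent of the window, the same bases give a larger value in a shorter window, and sizes cannot be compared between windows.

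Receptors of T helper cytokines were of interest to the study, first the chain common to the receptors for GM-CSF, IL-5 and IL-3. Csf2rb (chromosome 15, 78325752 to 78353847) had coverage of 5.18% and 5.42% in the control tumors and 2.32% and 1.54% in the test tumors, a difference of -3.36 with an SD of 0.47 between the pairings. Its neighbour Csf2rb2 (chromosome 15, 78282507 to 78305721) had 4.99% and 6.42% in the control tumors, 1.995% in test 1 and 0% in test 2. The study detected the common chain on tumor cells, but these tumors were profiled whole, so the differences cannot be assigned to a cell type. Il4ra and Il3ra were higher in both control tumors as well, with differences of -7.59 and -1.27 percentage points, about the spread between pairings of 7.23 and 1.33. Csf2ra and Crlf2 overlapped between the groups, and Il5ra had 0% in every tumor. At the loci of the transgene and the knockout, Tslp had 0% in every tumor. Krt14 coverage was 12.7% and 5.65% in the control tumors and 12.2% and 4.42% in the test tumors, and Rag1 coverage was between 1.16% and 1.78%.

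The widest control-only region (chromosome 15, 93957666 to 93960981, 3316 bp) lay outside protein-coding genes, with 213 bp covered in control 1 and 3316 bp in control 2. The next (chromosome 4, 119965272 to 119968258, 2987 bp) was intronic in Hivep3, and the third (chromosome 18, 19960449 to 19963255, 2807 bp) lay 82.9% in an untranslated region of Dsc3. The widest test-only region (chromosome 4, 8372598 to 8376761, 4164 bp) was outside protein-coding genes, with 295 bp covered in test 1 and 4164 bp in test 2. The others were intronic in Trappc3l (chromosome 10, 34046126 to 34049612, 3487 bp) and outside protein-coding genes, 15357 bp from the nearest TSS, that of Grsf1 (chromosome 5, 88689917 to 88693139, 3223 bp). Test 1 covered 378 bp and 491 bp of these.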

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

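Alternatives for the pathways, the cell type and comparison lists and the single genes, the EMT list without genes of other lists, and the setting with one covered length were chosen after seeing the data. The EMT coverage difference remained negative and past its threshold with peaks at least 1 kb wide, with the same number of peaks in each tumor, in the 2.5 kb window and after division by each tumor's mean, from -2.11 to -1.50. Dividing by each tumor's mean moved the median difference of all genes from 0.278 to 0.261. The odds ratio of EMT genes with control-only regions kept its direction and passed Fisher's exact test in all 5 alternatives that used all tumors, but its matched value did not pass with the same number of peaks. The mammary coverage difference passed in none of its 4 alternatives (BH-adjusted p from 0.207 to 0.962).

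With peaks at least 1 kb wide, the peak number ratio was 0.994, control-only regions numbered 760 and test-only regions 641, and genes with test-only promoters rose to 187. The odds ratio of the mammary list in test-only genes was 0.740, in the opposite direction, with only 2 of its genes called. Of the coverage tests, 2 lists passed, with fewer lists large enough to test. Pathways numbered 0 for control-only and 0 for test-only regions, with 78 and 10 at an unadjusted p under 0.05. The cause was not tested. With peaks within 1 kb joined, there were 1999 control-only and 841 test-only regions, and 13 and 0 pathways (60 and 35 at an unadjusted p under 0.05, against 76 and 89 without joining); the cause was not tested. Test-only pathways numbered 1 with the same number of peaks in each tumor and 1 where most of a region had to be covered; the cause was not tested. With assignment within 20 kb the mammary odds ratio in test-only genes was 2.27 and no longer passed, with 5 of 59 genes called; the cause was not tested.

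Leaving out each tumor in turn gave no p-value, since an arm then held 1 tumor. Positions of lists against matched ranges in these fits are descriptions only. Across the 4 fits control-only regions ranged from 4745 to 13150, test-only regions from 2808 to 9757, genes with control-only promoters from 158 to 486 and genes with test-only promoters from 150 to 221; requiring 1 tumor instead of 2 raises each count by construction. The Jaccard difference ranged from -0.0344 to 0.0678, the mammary odds ratio in control-only genes from 0.973 to 1.81, and the EMT coverage difference from -2.29 to -0.496, the last without test 2. The T cell list no longer passed with the same number of peaks in each tumor (-0.940), and the myoepithelial list passed after division by each tumor's mean (-1.05) but was at -0.015 with the same number of peaks in each tumor, inside its matched range, and was positive without control 1 (1.298) and without test 2 (1.315). Among single genes and these and the other cell type and comparison lists, 29 values moved by more than the spread between pairings under another setting, Olah in the 2.5 kb window among them, and 6 when a tumor was left out, the values of the myoepithelial list without control 1 and without test 2 among them. Some moves in the 2.5 kb window can come from its length alone, since coverage is a percent of the window. No paired analysis was possible because the labels give the tumors no shared replicate numbers. The unknown depth limits every count of regions: absence of a peak cannot be told from too few reads.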

Other observations

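The tests of explanations below were chosen after the results were seen, although the setting with the same number of peaks and the matched random lists that some of them use were fixed before the data were examined.

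The EMT list had lower coverage in the test tumors. In the split pairing control 1 with test 1 its difference (-0.782) also lay below the matched range, so this position was not specific to the labelled groups. Unequal peak numbers as the whole cause are argued against by the setting with the same number of peaks in each tumor, where the difference was -1.50 percentage points and below its matched range of 0.02 to 0.625. A few genes that the list shares with other lists do not account for it either: without 16 such genes the difference was -1.53 (145 genes, matched range -0.095 to 0.545). A difference in depth that acts alike on genes of like coverage is argued against as the whole cause. With all tumors the EMT list lay below random lists matched on coverage. It also did so without each tumor in turn, which is only a description because a group then held 1 tumor. Without test 2 the EMT difference was -0.496, where matched lists ranged from 0.356 to 1.05, although test 1 had the highest mean coverage over all genes (14.1%, against 13.1% and 13.2% in the control tumors). The difference was -1.95 with peaks at least 1 kb wide (matched range 0.0275 to 1.03). Peak strength is not in the lists, so a partial effect of depth was not measured. A candidate explanation that remains open is a smaller share of stromal and immune cells in the test tumors. The fibroblast, endothelial, myeloid and T cell lists, 4 lists that this predicts to be lower, lay below their matched ranges and the luminal list did not, although the T cell list did not pass with the same number of peaks in each tumor. The study's staining runs against the immune part of this explanation. In mice with their own T and B cells, it described many CD4+ T cells and antigen-presenting cells around tumors with the TSLP transgene. Without the transgene it saw hardly any CD4+ T cells. In mice given CD4+ T cells, it described the transferred cells as proliferating strongly in tumors with the transgene. No cell counts are known for the tumors profiled. The adipocyte list, also of stromal cells, was not lower (0.531, 7 of 10 genes higher in the test tumors, matched range -1.21 to 1.44), but its difference ranged from -2.07 to 3.71 when each tumor was left out in turn, so it does not settle the question. The myoepithelial list, which this explanation does not name, lay below its matched range (-0.883), but not with the same number of peaks in each tumor (-0.015), and it was positive without control 1 (1.298) and without test 2 (1.315). With each tumor left out, the difference ranged from -4.62 to -1.055 for the fibroblast list, from -5.84 to -1.155 for the endothelial list and from -5.75 to -2.03 for the myeloid list. The T cell list lay inside its matched range without test 2 (-0.425) and without control 1 (-0.91). Of the genes with the most coverage in each list, C1qc (myeloid) had 49.4% and 34.4% in the control tumors and 23.2% and 10.8% in the test tumors, Eng (endothelial) 7.61% and 16.2% against 1.39% and 1.00%, Mmrn2 (endothelial) 14.9% and 9.51% against 8.075% and 7.845%, Tbx15 (fibroblast) 40.2% and 40.2% against 32% and 0%, Prrx1 (fibroblast) 18.3% and 19.6% against 7.91% and 0%, and Bcl11b (T cell) 22.05% and 13.47% against 8.2% and 0%. For the others the groups overlapped: Cd68 (myeloid) had 38.4% and 49.98% against 44.8% and 39.8%, and Gata3, a T cell list gene that luminal cells also use, 50.0% and 50.4% against 50.7% and 40.3%. The fibroblast list shares 15 of its 24 genes with other lists, so it is not independent of the EMT list, while the endothelial and myeloid lists share 0. A change of acetylation within the tumor cells remains open and untested, because the tumors were profiled whole. The study described a lower histological grade in the test group, and its share in these differences remains open, because the labels give no grade for the single tumors.

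The EMT list was over-represented among genes with control-only regions by Fisher's exact test. The larger number of regions near EMT genes is argued against as the whole cause, since the matched p was 0.0008. Matching used classes of region number, and the highest class had no upper limit. EMT genes such as Col4a1, with 29 regions, could thus exceed the genes drawn for them, so a remaining effect of region number was not excluded. Whether unequal peak numbers explain the part beyond matched lists remains open, because 2 settings disagree. With the same number of peaks in each tumor the matched p was 0.127. With peaks at least 1 kb wide, of which the tumors had from 22057 to 23907, 24 EMT genes were called against 9.3 in matched lists (matched permutation p = 0.0002). For the mammary list in genes with test-only regions the matched p was 0.053, so the number of regions near these genes (a median of 6.5, against 3 in the background) may explain its Fisher result. With peaks within 1 kb joined the matched p was 0.0458, and in the other alternatives it was above 0.05.

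Control 1 and test 1 overlapped more than tumors of one group. Unequal covered length is argued against by reducing each tumor to the same covered length with its widest peaks, where this pair still had the highest Jaccard index of the 6, 0.708. An exchange of labels between the groups cannot be told apart from variation between tumors: the split pairing control 1 with test 1 had a Jaccard difference of 0.0152, and with 4 tumors there are only 3 splits. Differences between individual tumors within a group are an open and untested biological explanation.

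On the Y chromosome there were 22, 21, 24 and 24 peaks in control 1, control 2, test 1 and test 2, of which 13, 13, 19 and 22 lay beyond 90 Mb, up to position 90840094. According to the study, the mice of its breast cancer work were female. No explanation for peaks placed on the Y chromosome was tested, and they do not show the sex of the mice.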
